A study of Mus with 12 samples. Its data were reported in "The Nuclear Receptor NR1B1/RARα Arrests the Differentiation of Anti‐Tumor Effector Cytotoxic T Cells" (2025).

How the data were processed

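Bulk RNA sequencing measured gene expression in mouse CD8 T cells. Per the labels, the cells were naive CD8 T cells from the spleen of C57BL/6 mice that were wild type (WT), lacked the AP-1 family transcription factor BATF (BATF-KO), or lacked the retinoic acid receptor RARα in T cells (RARα-KO, made by Cre recombination of a floxed Rara gene). They were activated for 20 h on plates coated with anti-CD3 (1 µg/ml) with anti-CD28 (2 µg/ml) and IL-2 (100 U/ml), in medium with 10% charcoal-stripped serum, which is depleted of retinoids. In each genotype 1 of 2 groups of cultures received all-trans retinoic acid (RA) at 15 nM. This gave 6 groups of 2 libraries, 12 in all. The treatment label is the same for every library, and the RA suffix in the sample titles was read as RA added. Whether the replicates of a group come from separate mice or separate cultures is not stated in the sources used here, so every p-value measures only the spread between these samples.

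The study describes poly-A-enriched libraries, while the labels name both a total RNA library kit and poly-A enrichment, which could not be settled and bears on noncoding, pseudogene and mitochondrial values. The authors sequenced the libraries as paired-end reads of 150 bp, aligned them with STAR 2.7.8a to GRCm38 with the ENSEMBL annotation, and estimated gene levels with RSEM 1.3.3. The deposited table gives FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) to 2 decimals, as the authors made it, with 1 column per library and no scaling between libraries. It holds 55487 mouse genes and 4 further entries for transgenes. No counts were used here, so the absolute depth of each library is unknown and no interval from counting error is given. The smallest steps between low values gave a relative depth of 0.953 to 1.40 across the libraries, with WT replicate 1 set to 1. Gene positions were taken from a RefSeq annotation of the same build for 21127 genes.

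Genes with an FPKM of at least 1 in at least 2 libraries were tested (13396 genes). FPKM values were transformed as log2(FPKM + 1) and fitted with limma 3.58.1 (R 4.3.3) as 6 group means over all 12 libraries, with a mean-variance trend (6 residual degrees of freedom, 3.39 prior degrees of freedom). Moderated two-sided tests were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. With 1 added to each value, log2 fold changes of genes near or under 1 FPKM are smaller than the ratio of their FPKM. The comparisons were RARα-KO and BATF-KO against WT without and with RA, RA against no RA in each genotype, and the differences of the RA effect between each knockout and WT. Values are given as mean ± SD over n = 2 libraries, and log2 fold changes with ± give the standard error. Tables and plots were made with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9).

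Gene lists were tested with fry (directional, adjusted over lists within a comparison) when at least 3 members were measured. Camera was run beside it with a preset correlation of 0.01 and with an estimated correlation. Of the lists, 4 hold genes the study named: genes raised without RARα, transcription factors raised without RARα, genes with a retinoic acid response element (RARE), and example loci bound by RARα and BATF. The other lists cover the retinoid response, retinoid receptors and their cofactors, cytotoxic molecules, cytokines, chemokines, type 1 effector factors and receptors, AP-1 and BATF partners, immediate early factors, naive and stem-like genes, lymphoid homing receptors, effector site homing receptors, inhibitory receptors, the type I interferon response, the cell cycle, glycolysis, cholesterol synthesis, the integrated stress response, ribosome biogenesis and MYC targets, heat shock, apoptosis and sex-linked genes. Marker lists cover B cells, myeloid cells, dendritic cells, CD4 T cells, NK and innate-like T cells, memory-phenotype CD8 T cells, erythroid cells and platelets, and CD8 T cells.

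The comparisons, tests, lists, most of the alternatives and the rule for which genes are named were chosen before the data were examined. The rule takes Batf and Rara in every library, every member of the 4 study lists, and for each comparison up to 6 called genes per direction with the largest change. Those have a mean of at least 5 FPKM in the higher group, no overlap between libraries, and are not predicted gene models. It also takes up to 4 members per list with the smallest adjusted p. Genes named outside it are said to have been chosen after their values were seen.

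RA-treated and untreated cultures of the same genotype and replicate number were checked for pairing. Their deviations from the group means correlated across genes at 0.398 to 0.578 in the 3 genotypes, so they were treated as pairs in an alternative fit with genotype and replicate as a block (3 residual degrees of freedom). Its values stand beside the RA results where a call or count differs. Between genotypes, deviations of equally numbered libraries correlated at 0.0795 to 0.452, and 13 of the 15 pairs of groups exceeded 0.1. Similarity between comparisons was measured as a Pearson correlation of log2 fold changes across genes and set against 50 simulated fits without a true effect, because comparisons that share WT libraries correlate by construction. After the results were seen, 50 more were simulated with noise shared between equally numbered libraries. Clustering along the genome counted called genes (absolute log2 fold change of at least 1.5) with another within 1 Mb, against 10000 random draws from the 10872 tested genes with a position.

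A range beside an adjusted p is over the alternative settings other than leaving out single libraries, unless the sentence is about those fits. Values without single libraries are given apart and can lie outside that range. Alternatives covered the pseudocount, the filter, scaling, the spread estimate, blocking, the libraries in the fit, the fold threshold and leaving out each library in turn. Some were added after seeing the data: leaving out receptor segment genes and B cell markers (13063 genes tested), the B cell marker level as a covariate, and leaving out the RARα-KO libraries. Rescaling to a common sum, median-of-ratios size factors and quantile normalization moved the median change of all genes by at most 0.057 on the log2 scale. Tested on simulated data of the same size, the fit for RARα-KO against WT called 1.49% of genes changed 1.5-fold, 32.8% of those changed 2-fold and 74.2% of those changed 4-fold, with 2 false calls among 74. The simulated contrast without change gave 0 calls with limma, and fry called 0 of 30 unchanged lists.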

Results

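The data hold 12 libraries, with 2 for each of WT, BATF-KO and RARα-KO cells cultured without and with RA. Between 12085 and 12486 genes reached 1 FPKM per library. Mitochondrial genes made up 3.96 to 5.74% of the FPKM, ribosomal protein genes 21.4 to 25.2%, and the 10 highest genes 7.27 to 9.11%. Replicates of a group correlated at 0.973 to 0.986 across genes, which are not independent of each other. The first principal component held 42.7% of the variance. It placed the 4 RARα-KO libraries at 35.8 to 41.6 and the other 8 at -24.0 to -15.5. Hemoglobin genes made up 0.0015 to 0.0668% of the FPKM, and the list of erythroid and platelet markers was higher in replicate 1 of every genotype.

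Batf (ENSMUSG00000034266, chromosome 12, 85686720 to 85709087, GRCm38), the AP-1 factor removed in BATF-KO, was at 24.5 and 23.3 FPKM in WT and at 4.90 and 4.74 FPKM in BATF-KO. With RA it was at 23.3 and 19.1 FPKM in WT and at 4.72 and 4.05 FPKM in BATF-KO. In RARα-KO Batf was at 20.2 and 34.1 FPKM without RA and at 21 and 32.8 FPKM with RA. Rara (ENSMUSG00000037992, chromosome 11, 98927800 to 98974942), which encodes RARα, lay between 11.1 and 17.9 FPKM in every library. It averaged 14.3 ± 0.42 FPKM in WT and 16.6 ± 1.8 FPKM in RARα-KO (log2 fold change 0.19 ± 0.15, adjusted p = 0.864). A transcript lacking an exon is still counted at the gene, so this level does not check the deletion.

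Comparing RARα-KO with WT without RA asks what loss of RARα changes in activated CD8 T cells in retinoid-depleted medium. Cre was above 0.13 FPKM only in RARα-KO libraries, so its own effects, and those of strain background, are not separated from loss of RARα. Jun (ENSMUSG00000052684, chromosome 4, 95049036 to 95052222), a subunit of AP-1, rose from 27.8 ± 1.2 to 46.4 ± 1.1 FPKM (log2 fold change 0.72 ± 0.11, adjusted p = 0.0055). Gzma (ENSMUSG00000023132, chromosome 13, 113093824 to 113100981), a protease of cytotoxic granules, rose from 7.74 ± 4.9 to 61.6 ± 29 FPKM (2.88 ± 0.51, adjusted p = 0.0127). Tnfrsf9 (ENSMUSG00000028965, chromosome 4, 150920155 to 150946104), the costimulatory receptor 4-1BB, rose from 44.9 ± 12 to 179 ± 60.1 FPKM (1.96 ± 0.25, adjusted p = 0.00253). Nt5e (ENSMUSG00000032420, chromosome 9, 88327609 to 88372089), the ectoenzyme CD73 that makes adenosine, fell from 18.3 ± 0.30 to 4.26 ± 2.4 FPKM (-1.95 ± 0.28, adjusted p = 0.00457). Dapl1 (ENSMUSG00000026989, chromosome 2, 59484653 to 59505020), listed here with genes of naive T cells, fell from 201 ± 25 to 77.5 ± 8.2 FPKM (-1.36 ± 0.13, adjusted p = 0.000514). In these same libraries the 12 B cell markers were higher with a median log2 change of 2.35, and the CD8 T cell markers lower with a median of -0.33.

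All 11 genes that the study names as raised without RARα had a higher mean in RARα-KO than in WT. Of these, 1 was called over all genes (Jun), 10 were not, and 5 passed when adjusted over the list alone. The list as a set was not called (fry adjusted p = 0.0878). The values were 1.17 for Irf8 (adjusted p = 0.136), 1.52 for Zbtb32 (adjusted p = 0.22), 2.01 for Lif (adjusted p = 0.253), 1.56 for Tbx21 (adjusted p = 0.292), 0.81 for Ifit1 (adjusted p = 0.444), 1.57 for Ifng (adjusted p = 0.519), 0.88 for Il12rb1 (adjusted p = 0.585), 1.05 for Nr4a3 (adjusted p = 0.663), 0.66 for Il12rb2 (adjusted p = 0.818) and 0.74 for Ccl3 (adjusted p = 0.858). Tbx21, the master factor of type 1 effector cells, averaged 9.78 ± 5.9 FPKM in WT and 32.0 ± 22 FPKM in RARα-KO. Ifng, encoding interferon gamma, was at 36.2 and 51.4 FPKM in WT and at 50.7 and 332 FPKM in RARα-KO. The study chose the list on these samples, so its direction is not independent evidence.

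The study also names transcription factors raised without RARα, and all 8 that could be tested were higher in RARα-KO, with 1 called (Jun), 7 not called, 2 over the list alone and a set adjusted p of 0.082. Besides those above, these are Junb (0.56, adjusted p = 0.173), Egr1 (0.85, adjusted p = 0.514), Fos (0.69, adjusted p = 0.564), Egr2 (0.70, adjusted p = 0.722), Irf4 (0.64, adjusted p = 0.724) and Batf (0.13, adjusted p = 0.961). Prdm1 was below the filter. The example loci bound by RARα and BATF are effector genes the study picked from chromatin data, not all bound loci. Of these, 10 of 11 measured genes were higher, 2 rose (Jun and Gzma), 9 were not called and 3 passed over the list alone. This list was called as raised (fry adjusted p = 0.00617; adjusted p = 0.088 with an estimated correlation). NK markers, 10 of 10 higher with a median of 1.39, moved with it, and NK cells also express Gzma, Ccl5, Ifng and Tbx21. Its other members include Ccl5 (0.98, adjusted p = 0.759), Nr4a1 (0.88, adjusted p = 0.572), Il18r1 (0.23, adjusted p = 0.937) and Ifngr1 (-0.19, adjusted p = 0.964). Of the 3 RARE genes, Nt5e fell, Art2b, an ADP-ribosyltransferase, was at -0.81 (adjusted p = 0.277) and Ccr9, a gut homing receptor, at -0.01 (adjusted p = 1). Adjusted over the list alone, 2 of them were lower, and the set was not called (adjusted p = 0.0878). The list leaves out P2rx7 and Itga4, which the study also gives as RARE targets. P2rx7 rose (1.89, adjusted p = 0.0416), and Itga4 was at -0.58 (adjusted p = 0.643). The lists of transcription factors and RARE genes come from these samples and are not independent evidence. The study picked the example loci from other cultures, but Jun, Irf8, Tbx21, Ifng, Il12rb2 and Irf4 are also in lists from these samples.

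Cytotoxic molecules were called as raised (adjusted p = 0.038; adjusted p = 0.172 with an estimated correlation). Of the 12 measured, 10 were higher, 1 rose over all genes (Gzma), 11 were not called and 2 passed over the list alone. Fasl, the ligand of the death receptor Fas, was at 0.92 (adjusted p = 0.0606) and Gzmb at 0.81 (adjusted p = 0.895, chosen after its values were seen). The NK cell marker list was also higher here, with a median log2 change of 1.39. Leaving out single libraries ended the call of cytotoxic molecules without WT replicate 1 or 2, BATF-KO replicate 1 or 2, RARα-KO+RA replicate 1 or 2, or RARα-KO replicate 2 (adjusted p from 0.0561 to 0.212), over a range of 0.0201 to 0.212. It also ended with pseudocounts of 0.5 (adjusted p = 0.0505) and 0.1 (adjusted p = 0.0636), with TPM (adjusted p = 0.075), with array weights (adjusted p = 0.1), with only the 4 libraries compared (adjusted p = 0.143) and with the B cell marker level as a covariate (adjusted p = 0.974), with a range of 0.0147 to 0.974.

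**Figure D1:**
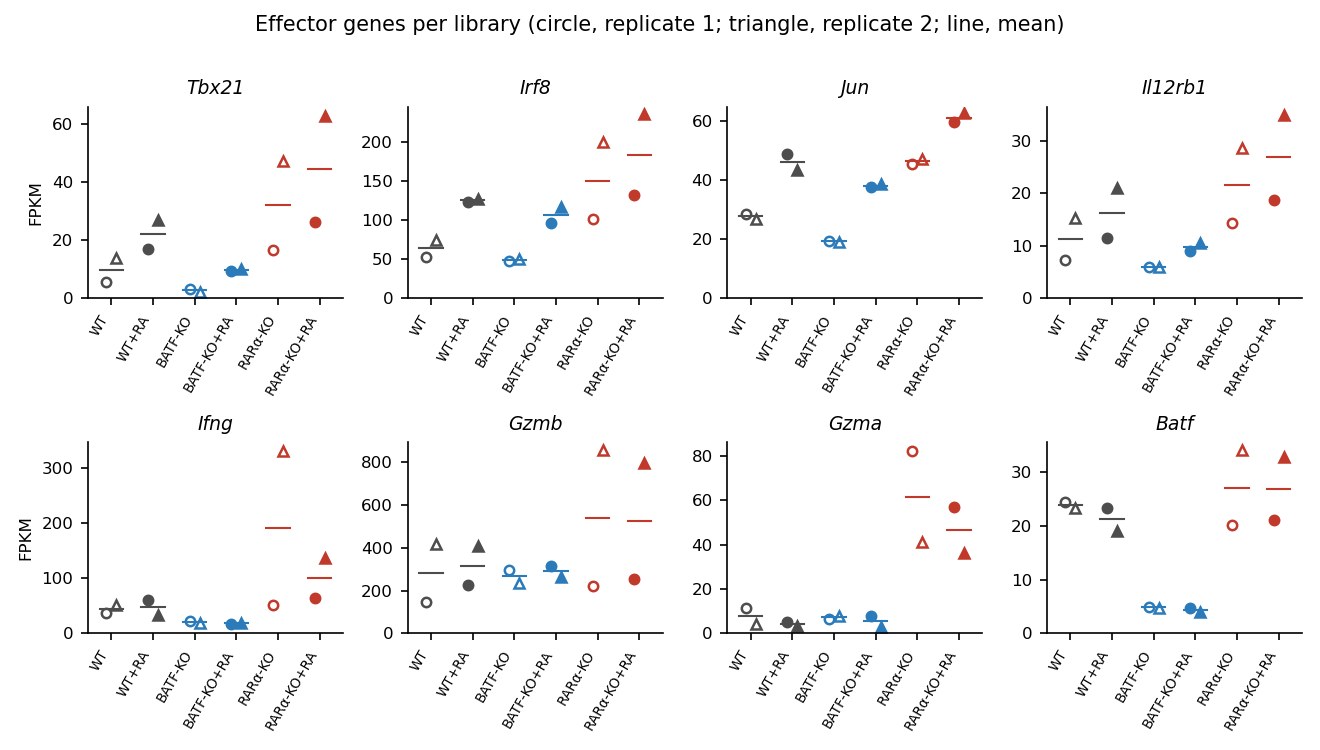
FPKM (vertical axes, each starting at 0) of 8 genes in each library, by genotype, where circles are replicate 1, triangles replicate 2, filled symbols had RA and lines are group means. Batf was at 4.90 and 4.74 FPKM in BATF-KO, and Gzma averaged 61.6 FPKM in RARα-KO against 7.74 in WT.

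The remaining lists of T cell function were not called in RARα-KO against WT in this fit, though some were under other settings. AP-1 and BATF partners were higher in 14 of 14 (1 called, Jun; 5 over the list alone; adjusted p = 0.06), with Fosb at 0.80 (adjusted p = 0.0809) and Maff at 0.52 (adjusted p = 0.136). Immediate early factors had Tnfrsf9 called (13 of 14 higher, 2 over the list alone, adjusted p = 0.107). Interferon response genes were higher in 21 of 22, with Oas1a, a sensor of double-stranded RNA, called (1.66, adjusted p = 0.0227) and 12 over the list alone (adjusted p = 0.0878). Among chemokines Cxcl16 rose (1.34, adjusted p = 0.00911; 8 of 9 higher, 3 over the list alone, adjusted p = 0.0878). Inhibitory receptors had Bhlhe40, a transcriptional repressor (1.54, adjusted p = 0.0164), and Entpd1, the ectoenzyme CD39 (1.18, adjusted p = 0.0378), called (10 of 13 higher, 2 over the list alone, adjusted p = 0.0878). Naive and stem-like genes were lower in 13 of 18, with Dapl1 down and Cxcr5, a receptor for entry into B cell follicles, up (1.79, adjusted p = 0.00626; set adjusted p = 0.248). In the retinoid response list Asb2 (1.14, adjusted p = 0.0205) and P2rx7, an ATP-gated channel (1.89, adjusted p = 0.0416), rose (6 of 10 higher, 2 over the list alone, adjusted p = 0.168). B cell markers, with a median of 2.35, and NK markers, with 1.39, moved with all of these groups.

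Other lists in the same comparison were type 1 effector factors and receptors (12 of 15 higher, 0 over the list alone, adjusted p = 0.06), cytokines (9 of 10 higher, 0 over the list alone, adjusted p = 0.138), effector site homing receptors (5 of 9 higher, 2 over the list alone, adjusted p = 0.176) and lymphoid homing receptors (2 of 6 higher, 1 over the list alone, adjusted p = 0.663). Lymphoid homing receptors had a median of -0.16 but a mean of 0.23 and a set direction up, with Cxcr5 the called member. Further lists were retinoid receptors and cofactors (7 of 16 higher, 0 over the list alone, adjusted p = 0.97), the cell cycle (12 of 22 higher, 0 over the list alone, adjusted p = 0.97), glycolysis (17 of 19 higher, 0 over the list alone, adjusted p = 0.64) and cholesterol synthesis (18 of 19 higher, 0 over the list alone, adjusted p = 0.446). The stress lists were the integrated stress response (12 of 13 higher, 0 over the list alone, adjusted p = 0.143), ribosome biogenesis and MYC targets (15 of 15 higher, 0 over the list alone, adjusted p = 0.643), heat shock (10 of 11 higher, 0 over the list alone, adjusted p = 0.261) and apoptosis (9 of 14 higher, 1 over the list alone, adjusted p = 0.0813), with Bcl2a1d, an antiapoptotic BCL2 relative, called (0.88, adjusted p = 0.0362). The last list was sex-linked genes (2 of 4 higher, 0 over the list alone, adjusted p = 0.97), with a median of -0.03, a mean of 0.04 and a set direction up.

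Markers of B cells, NK cells and myeloid cells were higher in RARα-KO. All 12 B cell markers were higher, 11 rose over all genes, 1 was not called and 12 passed over the list alone (adjusted p = 0.00626; adjusted p = 0.172 with an estimated correlation). Bank1, a B cell signalling scaffold, rose from 3.56 to 20.4 FPKM (2.24, adjusted p = 7.16e-05), with Blnk, a B cell adaptor, at 2.34 (adjusted p = 0.00238), Ebf1, a B lineage factor, at 1.78 (adjusted p = 0.00226) and Ighd, the IgD heavy chain, at 2.50 (adjusted p = 0.00348). Of 180 tested immunoglobulin segments 178 were higher and 103 called up, 27.7% of all genes that rose. All 10 NK and innate-like markers were higher, 4 rose, 6 were not called and 8 passed over the list alone (adjusted p = 0.012; adjusted p = 0.172 with an estimated correlation), among them Ncr1, the NK receptor NKp46 (2.19, adjusted p = 0.00049), and the NK receptors Klrb1c (1.83, adjusted p = 0.00962) and Klra9 (1.48, adjusted p = 0.0182). The 9 myeloid markers were all higher, 3 called and 6 over the list alone, with no set call (adjusted p = 0.06). S100a8 and S100a9, calcium-binding proteins of neutrophils, were at 1.55 (adjusted p = 0.0341) and 1.99 (adjusted p = 0.0385). CD4 T cell markers gave 2 of 5 higher with Zbtb7b called (0.70, adjusted p = 0.0453), a median of -0.35, a mean of 0.09, a set direction up and adjusted p = 0.642. CD8 T cell markers were lower in 10 of 10, with Trbc1, the T cell receptor beta constant region, called down (-0.80, adjusted p = 0.0489; set adjusted p = 0.082). Memory-phenotype CD8 markers (8 of 11 higher, adjusted p = 0.168) and erythroid markers (5 of 5 lower, adjusted p = 0.892) were not called, and only 2 dendritic cell markers were measured, so that list had no test. In terms of mean log2(FPKM + 1), B cell markers were at 4.89 to 5.26 in the RARα-KO libraries and 2.50 to 3.38 in the others.

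**Figure D2:**
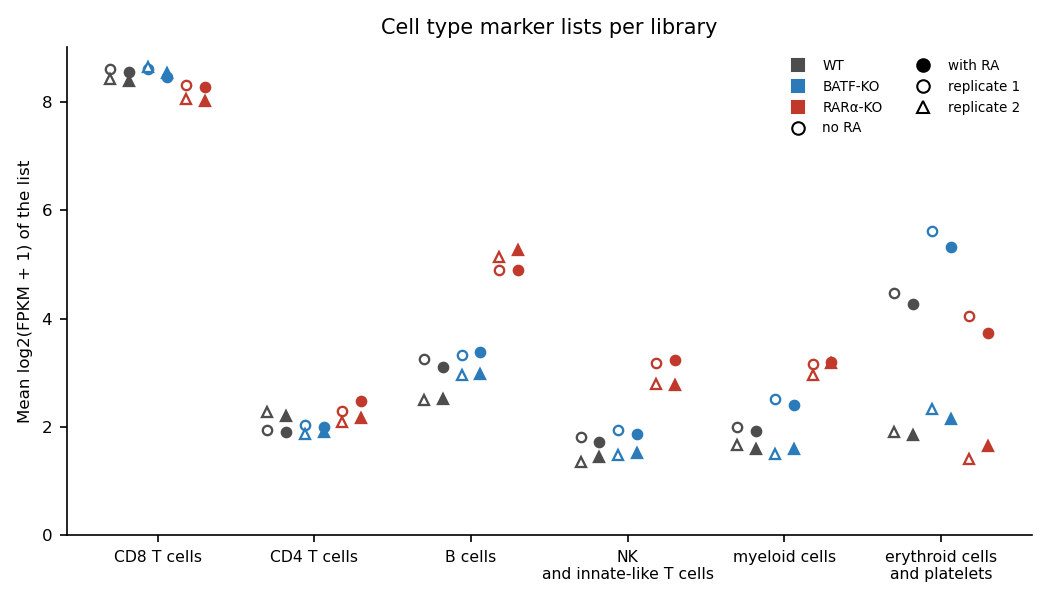
Mean log2(FPKM + 1) (vertical axis) of 6 marker lists in each library, colored by genotype, with filled symbols for RA, circles for replicate 1 and triangles for replicate 2. B cell markers lie at 4.89 to 5.26 in the 4 RARα-KO libraries and at 2.50 to 3.38 in the other 8, and CD8 T cell markers at 8.02 to 8.31 against 8.39 to 8.66.

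The genes with the largest increases in RARα-KO were Rps7-ps3, a pseudogene of the ribosomal protein gene Rps7 (29.1 to 1142 FPKM, 5.25, adjusted p = 2.04e-07), mt-Nd3, a subunit of mitochondrial complex I (32.4 to 1208 FPKM, 5.19, adjusted p = 7.56e-07), and receptor segments. The latter were Igha (4.07, adjusted p = 0.000529), Trbv24 (3.77, adjusted p = 0.000111), Ighv1-26 (3.67, adjusted p = 0.000678) and Igkv3-7, listed at 0 in both WT libraries and averaging 11.1 FPKM in RARα-KO (adjusted p = 7.06e-05). By the same rule the largest decreases were in Trim12a (119.6 to 0.02 FPKM, -6.86, adjusted p = 2.04e-07), Trim5 (-4.11, adjusted p = 9.58e-06) and Trim30d (-3.26, adjusted p = 2.1e-05), a cluster of antiviral TRIM genes. Others were Hmgb1-ps8 (-6.05, adjusted p = 2.31e-05), Rpl29, a ribosomal protein gene (1048 to 38.2 FPKM, -4.76, adjusted p = 1.33e-06), and Map7, a microtubule-associated protein (-2.90, adjusted p = 2.12e-05). Chosen after their values were seen, the predicted model Gm8210 went from 0.09 to 263 FPKM, and the predicted model Gm28438 from 1179 to 22.6 FPKM. The sums of Rps7 and Rps7-ps3 were 1990.3 to 2204 FPKM in the RARα-KO libraries and 1675 to 2115 FPKM in the others.

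**Figure D3:**
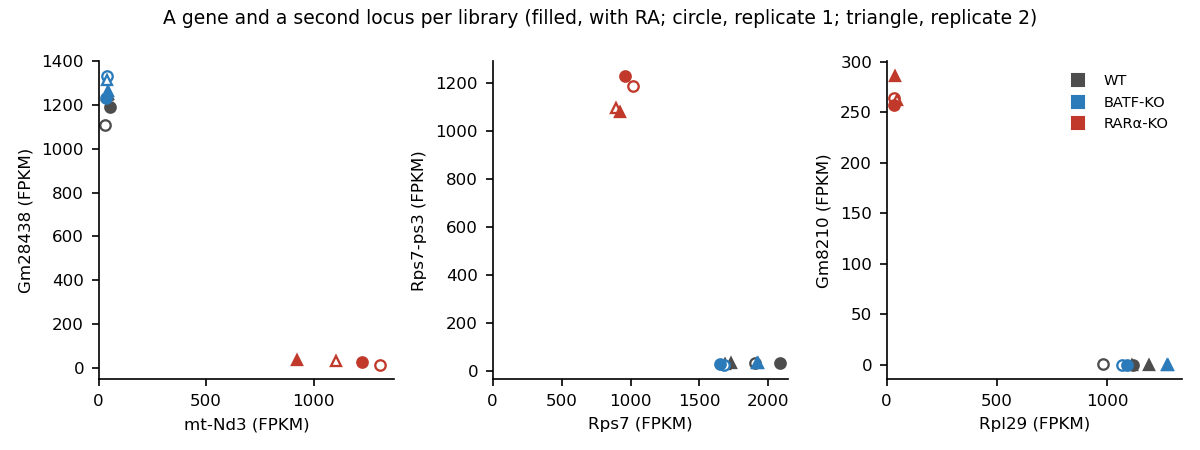
FPKM of Gm28438, Rps7-ps3 and Gm8210 (vertical axes) against FPKM of mt-Nd3, Rps7 and Rpl29 (horizontal axes) in each library, colored by genotype, with filled symbols for RA. Rps7-ps3 averages 29.1 FPKM in WT and 1142 FPKM in RARα-KO.

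Over the 13396 genes limma called 441 in RARα-KO against WT, 372 up and 69 down, and 288 of these had an absolute log2 fold change of at least 1.5. Leaving out WT replicate 2 gave 247 calls and leaving out RARα-KO replicate 2 gave 259. Without receptor segment genes and B cell markers there were 278 calls (226 up, 52 down), all of them among the 441. With the B cell marker level as a covariate, which is nearly collinear with genotype, 16 were called (15 among the 441), and with only the 4 libraries of these groups in the fit 80 were (76 among the 441). That last setting ended the calls of Tnfrsf9 (adjusted p = 0.117, range 0.00124 to 0.635), Dapl1 (adjusted p = 0.0691, range 0.000341 to 0.354), Nt5e (adjusted p = 0.147, range 0.00144 to 0.741), Jun (adjusted p = 0.181, range 0.00239 to 0.768) and Gzma (adjusted p = 0.16, range 0.000751 to 0.879), of cytotoxic molecules (adjusted p = 0.143, range 0.0147 to 0.974), of example loci bound by RARα and BATF (adjusted p = 0.118, range 0.00225 to 0.881), of B cell markers (adjusted p = 0.143, range 0.00537 to 0.881) and of NK markers (adjusted p = 0.143, range 0.000204 to 0.881). Without a filter the call of Gzma ended too (adjusted p = 0.0648). Single libraries also ended calls. Gzma without RARα-KO replicate 1 (adjusted p = 0.086) and without WT replicate 2 (adjusted p = 0.0984), Jun without WT replicate 2 (adjusted p = 0.0518), Cxcr5 without RARα-KO replicate 2 (adjusted p = 0.0537) and Cxcl16 without RARα-KO replicate 1 (adjusted p = 0.0743) and without WT replicate 2 (adjusted p = 0.0812) were not called, and nor were Bhlhe40 without WT replicate 1 (adjusted p = 0.0906), without RARα-KO replicate 1 (adjusted p = 0.0897) and without RARα-KO replicate 2 (adjusted p = 0.0773), Asb2 without WT replicate 1 (adjusted p = 0.0839), without WT replicate 2 (adjusted p = 0.131) and without RARα-KO replicate 2 (adjusted p = 0.163), Oas1a without WT replicate 1 (adjusted p = 0.0804), without WT replicate 2 (adjusted p = 0.149) and without RARα-KO replicate 2 (adjusted p = 0.163) and Klrb1c without WT replicate 1 (adjusted p = 0.0526), without RARα-KO replicate 1 (adjusted p = 0.0704) and without WT replicate 2 (adjusted p = 0.0716). Klra9 was likewise not called without RARα-KO replicate 1 or WT replicate 2. Among the lists, example loci bound by RARα and BATF was lost without WT replicate 1 (adjusted p = 0.0737) and without RARα-KO replicate 2 (adjusted p = 0.0564), B cell markers without RARα-KO replicate 2 (adjusted p = 0.0564) and NK markers without WT replicate 2 (adjusted p = 0.0626) and without RARα-KO replicate 2 (adjusted p = 0.0564). Calls ended in more libraries for P2rx7 without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, or RARα-KO replicate 1 (adjusted p from 0.0658 to 0.228), Entpd1 without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, or RARα-KO replicate 1 (adjusted p from 0.0641 to 0.179), S100a8 without WT replicate 1 or 2, WT+RA replicate 1 or 2, or RARα-KO replicate 1 (adjusted p from 0.0618 to 0.207), S100a9 without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO+RA replicate 1 or 2, RARα-KO replicate 1, or RARα-KO+RA replicate 1 or 2 (adjusted p from 0.0518 to 0.212) and Trbc1 without WT replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, RARα-KO replicate 1 or 2, or RARα-KO+RA replicate 1 or 2 (adjusted p from 0.0625 to 0.332). Zbtb7b without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, RARα-KO replicate 1 or 2, or RARα-KO+RA replicate 1 or 2 (adjusted p from 0.0583 to 0.305) and Bcl2a1d without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, RARα-KO+RA replicate 1 or 2, or RARα-KO replicate 2 (adjusted p from 0.0577 to 0.231) were lost most often.

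Some results of RARα-KO against WT were called only under other settings. With the replicate number as a block 661 genes were called (502 up, 159 down), all 441 among them, and with array weights 303, all among the 441. The block gave calls for Ccl5 (adjusted p = 0.00213, range 0.00213 to 1), Zbtb32 (adjusted p = 0.0145, range 0.0145 to 0.785) and Irf8 (adjusted p = 0.0178, range 0.0178 to 0.831), all higher. Among lists it called as raised genes raised without RARα (adjusted p = 0.0497, range 0.0497 to 0.893), chemokines (adjusted p = 0.0297, range 0.0297 to 0.881), AP-1 and BATF partners (adjusted p = 0.0497, range 0.0289 to 0.893), myeloid markers (adjusted p = 0.0115, range 0.0115 to 0.92) and memory-phenotype CD8 markers (adjusted p = 0.0497, range 0.0497 to 0.893), and as lowered CD8 T cell markers (adjusted p = 0.0497, range 0.0482 to 0.881). Type 1 effector factors were called with a minimum of 0.1 FPKM (adjusted p = 0.0476), without a filter (adjusted p = 0.037) and with size factors (adjusted p = 0.0343), over a range of 0.0343 to 0.881. AP-1 and BATF partners were called with that minimum too (adjusted p = 0.0479), as were transcription factors raised without RARα (adjusted p = 0.0476). Without a filter AP-1 and BATF partners (adjusted p = 0.0289), transcription factors raised without RARα (adjusted p = 0.0289, range 0.0289 to 0.893) and apoptosis (adjusted p = 0.0289, range 0.0289 to 0.881) were called, as were myeloid markers (adjusted p = 0.0482; adjusted p = 0.0458 with size factors) and, lowered, CD8 T cell markers (adjusted p = 0.0482). Leaving out RARα-KO replicate 1 gave calls for Ifng, Lif and Irf8, all higher, and for Art2b, lower. It also gave calls for genes raised without RARα, RARE genes, cytokines and AP-1 and BATF partners. Leaving out WT replicate 2 gave calls for inhibitory receptors and apoptosis, and leaving out BATF-KO+RA replicate 1 for myeloid markers. The study lists are not independent evidence, and B cell markers, with a median of 2.35, moved with all of these.

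Comparing BATF-KO with WT without RA asks what loss of BATF changes in the same culture. The animal methods of the study give no source for the BATF-KO mice, so effects of strain background are not separated from loss of BATF. Batf itself fell from 23.9 ± 0.85 to 4.82 ± 0.11 FPKM (log2 fold change -2.10 ± 0.26, adjusted p = 0.0358). Mid1 (ENSMUSG00000035299, chromosome X, 169685199 to 169990798), a microtubule-associated ubiquitin ligase, rose from 5.49 ± 1.3 to 149 ± 44 FPKM (4.51 ± 0.24, adjusted p = 0.000143). Lgals3, the lectin galectin-3, rose from 7.87 ± 1.1 to 39.0 ± 1.0 FPKM (2.18 ± 0.23, adjusted p = 0.017), and H19, an imprinted noncoding RNA, from 0.87 ± 0.85 to 8.62 ± 0.86 FPKM (2.44 ± 0.30, adjusted p = 0.0358). Fam177a, which lies on chromosome 12 like Batf, fell from 20.3 ± 0.47 to 9.87 ± 0.33 FPKM (-0.97 ± 0.12, adjusted p = 0.0369).

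All 11 genes named by the study as raised without RARα had a lower mean in BATF-KO than in WT, none called over all genes, 1 lower over the list alone, and the set was not called (adjusted p = 0.957). The values were -1.45 for Tbx21 (adjusted p = 1), -1.35 for Il12rb2 (adjusted p = 0.96), -1.03 for Ifng (adjusted p = 1), -0.50 for Jun (adjusted p = 0.404), -0.74 for Il12rb1 (adjusted p = 1), -0.79 for Ccl3 (adjusted p = 1), -0.20 for Zbtb32 (adjusted p = 1), -0.36 for Irf8 (adjusted p = 1), -0.47 for Lif (adjusted p = 1), -0.33 for Nr4a3 (adjusted p = 1) and -0.49 for Ifit1 (adjusted p = 1). Example loci bound by RARα and BATF were lower in 10 of 11 (1 over the list alone, adjusted p = 0.146), and transcription factors raised without RARα in 6 of 8, with Batf, the deleted gene and so lower by design, called (2 including Batf over the list alone, adjusted p = 0.769). The study chose the genes and factors raised without RARα on these samples, so these 2 lists are not independent evidence. The example loci, picked from other cultures, share members with both. Cell cycle genes were higher in 22 of 22 with a median of 0.61 and 1 over the list alone (adjusted p = 0.957), including Ccnb2, cyclin B2 (1.33, adjusted p = 0.121), and Mki67, a marker of dividing cells (1.07, adjusted p = 1). Interferon response genes were lower in 20 of 22 (adjusted p = 0.957). Cd4 was at -1.41 (adjusted p = 0.111) in the CD4 marker list, and no list was called in BATF-KO.

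Limma called 7 genes in BATF-KO against WT, 5 up and 2 down, and 521 had an unadjusted p under 0.05. The other called genes are the predicted models Gm21860 (2.09, adjusted p = 0.00444) and Gm21748 (2.07, adjusted p = 0.0224), chosen after their values were seen. Leaving out single libraries gave 1 call without WT replicate 1, BATF-KO replicate 1 or BATF-KO replicate 2, 3 without WT replicate 2, and 4 without BATF-KO+RA replicate 1 or replicate 2. Batf lost its call without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, or BATF-KO+RA replicate 1 or 2 (adjusted p from 0.0732 to 0.42), Lgals3 without WT replicate 1 (adjusted p = 0.145), without BATF-KO replicate 1 (adjusted p = 0.179), without WT replicate 2 (adjusted p = 0.0904) and without BATF-KO replicate 2 (adjusted p = 0.268), H19 without WT replicate 1, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, RARα-KO replicate 1 or 2, or RARα-KO+RA replicate 1 or 2 (adjusted p from 0.0637 to 0.42) and Fam177a without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, RARα-KO replicate 1 or 2, or RARα-KO+RA replicate 1 or 2 (adjusted p from 0.061 to 0.42). With only the 4 libraries compared there were 0 calls with limma, and Mid1 (adjusted p = 0.0843, range 2.49e-06 to 0.0843), Batf (adjusted p = 0.114, range 0.00606 to 0.114) and Lgals3 (adjusted p = 0.116, range 0.00361 to 0.116) were not called. With a replicate block 21 genes were called, and without the RARα-KO libraries 4.

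Adding RA to WT cells asks which genes 15 nM RA changes during activation. Dhrs3 (ENSMUSG00000066026, chromosome 4, 144892534 to 144928209), a retinaldehyde reductase, rose from 0.275 ± 0.049 to 26.0 ± 4.1 FPKM (log2 fold change 4.40 ± 0.29, adjusted p = 0.00101). Dtx4 (ENSMUSG00000039982, chromosome 19, 12466329 to 12502179), a ubiquitin ligase of the Deltex family, rose from 0.605 ± 0.22 to 24.5 ± 5.5 FPKM (3.98 ± 0.32, adjusted p = 0.00174). Hic1 (ENSMUSG00000043099, chromosome 11, 75161377 to 75170255), a transcriptional repressor, rose from 1.32 ± 0.20 to 26.6 ± 0.58 FPKM (3.57 ± 0.36, adjusted p = 0.00617). Fbln2, an extracellular matrix protein (2.44, adjusted p = 0.0011), Sh3gl3, an endophilin (2.25, adjusted p = 0.00174), and Lztfl1, a ciliary trafficking protein (1.79, adjusted p = 0.0314), rose too. The retinoid response list was called as raised in WT (8 of 10 higher, adjusted p = 0.00563; adjusted p = 0.0406 with an estimated correlation), with 1 member called over all genes, 9 not called and 6 over the list alone. Its members include Nrip1, a nuclear receptor corepressor (1.58, adjusted p = 0.0502), Asb2 (1.55, adjusted p = 0.0515) and P2rx7 (2.40, adjusted p = 0.129).

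The RARE genes were all higher with RA in WT, with Nt5e averaging 18.3 ± 0.30 and 44.7 ± 4.4 FPKM (1.24, adjusted p = 0.316), Ccr9 23.7 ± 9.3 and 93.0 ± 2.2 FPKM (1.98, adjusted p = 0.205) and Art2b 106 ± 13 and 183 ± 16 FPKM (0.78, adjusted p = 0.871). None was called over all genes, 3 were over the list alone, and the set was not called (adjusted p = 0.196). Leaving out RARα-KO replicate 1 or 2 gave calls for Ccr9 and the set. Of the 11 genes raised without RARα, 10 were higher with RA in WT, none called and 1 over the list alone (set adjusted p = 0.672). The values were 0.71 for Jun (adjusted p = 0.0724), 0.99 for Irf8 (adjusted p = 0.845), 1.28 for Zbtb32 (adjusted p = 0.917), 1.56 for Lif (adjusted p = 0.917), 1.18 for Tbx21 (adjusted p = 0.917) and 0.07 for Ifng (adjusted p = 0.993). The study chose both lists on these samples, so they are not independent evidence. No marker list was called for RA in WT.

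With each RA culture paired to the untreated culture of its genotype and number, 70 genes were called in WT (48 up, 22 down), including all 9 called without pairing. Among them were P2rx7 (2.40, adjusted p = 0.00167), Gfi1 (1.66, adjusted p = 0.00185), Asb2 (1.55, adjusted p = 0.0161), Jun (0.71, adjusted p = 0.0161), Lif (1.56, adjusted p = 0.0175), Nt5e (1.24, adjusted p = 0.0189), Nrip1 (1.58, adjusted p = 0.0254), Ccr9 (1.98, adjusted p = 0.0299) and Irf8 (0.99, adjusted p = 0.0371), so that Jun, Lif, Irf8, Nt5e and Ccr9 rose when the pairing was used. Gfi1, a transcriptional repressor, was chosen after its values were seen. Genes called down with pairing were Vim (-2.10, adjusted p = 0.00414), Ahnak (-1.24, adjusted p = 0.0178), S100a6 (-1.22, adjusted p = 0.028), Anxa6 (-0.69, adjusted p = 0.0133) and Thy1 (-0.54, adjusted p = 0.0383), also chosen after their values were seen, of which Vim encodes the intermediate filament vimentin.

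Without pairing, limma called 9 genes in WT, 9 up and 0 down, with 284 higher and 375 lower at an unadjusted p under 0.05. Those not yet named, chosen after their values were seen, are Wars (1.15, adjusted p = 0.00617), H2-DMa (1.15, adjusted p = 0.0384) and Lcn10 (1.51, adjusted p = 0.0285). Leaving out single libraries gave 4 calls without WT replicate 1, WT replicate 2 or WT+RA replicate 2 and 16 without RARα-KO replicate 1 or replicate 2. Hic1 lost its call without WT replicate 1 (adjusted p = 0.073), without WT+RA replicate 1 (adjusted p = 0.0896), without WT replicate 2 (adjusted p = 0.0696) and without WT+RA replicate 2 (adjusted p = 0.0909), Lztfl1 without WT replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, RARα-KO+RA replicate 1 or 2, or WT+RA replicate 2 (adjusted p from 0.0613 to 0.292) and the retinoid response list without WT replicate 2 (adjusted p = 0.0523). With only the 4 libraries compared there were 0 calls, and Dhrs3 (adjusted p = 0.0576, range 6.59e-05 to 0.0576), Dtx4 (adjusted p = 0.117, range 3.04e-05 to 0.117), Hic1 (adjusted p = 0.0576, range 0.000623 to 0.0576), Fbln2 (adjusted p = 0.154, range 0.000724 to 0.154) and Sh3gl3 (adjusted p = 0.397, range 0.000724 to 0.397) were not called. More genes were called with a pseudocount of 0.1 (16), an FPKM minimum of 0.1 (16), no filter (21), a replicate block (32) and the B cell covariate (14).

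**Figure D4:**
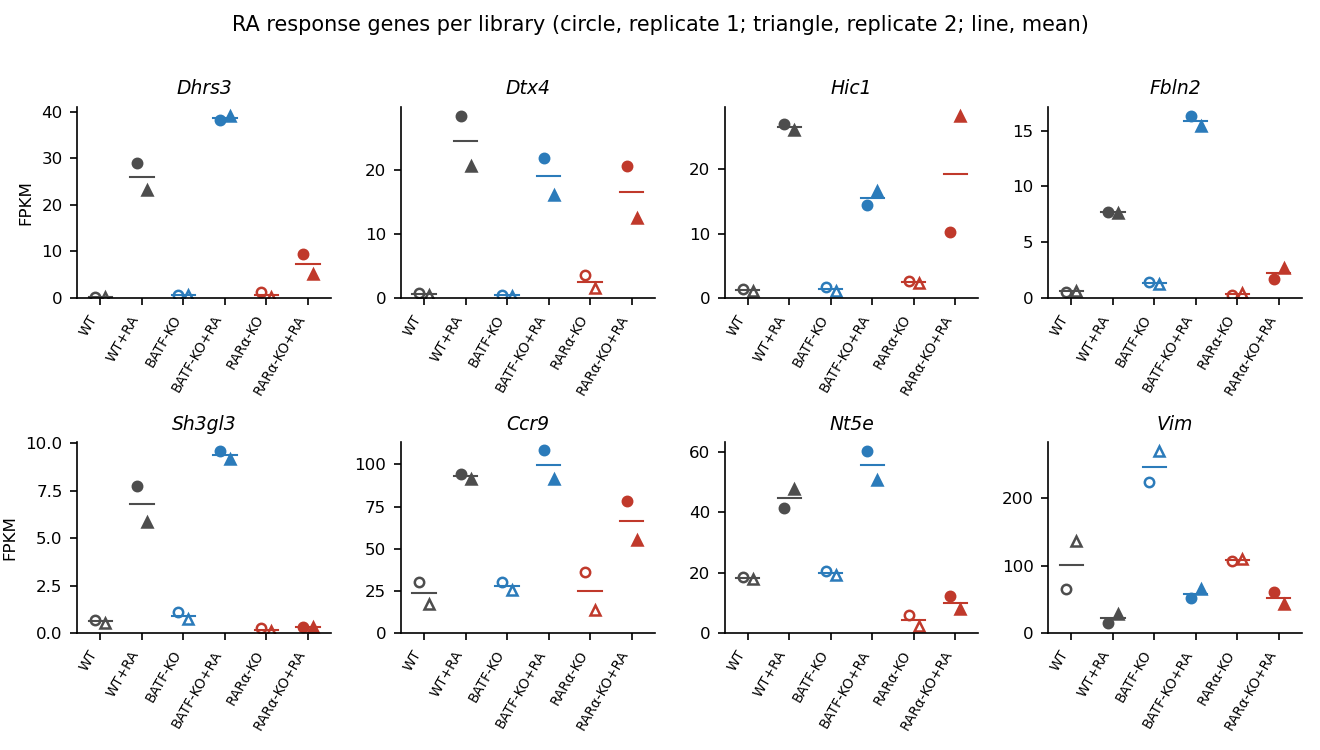
FPKM (vertical axes) of 8 genes in each library, by genotype and RA, with circles for replicate 1, triangles for replicate 2 and lines for group means. Dhrs3 averages 0.275 and 26.0 FPKM in WT without and with RA, and 0.735 and 7.30 FPKM in RARα-KO.

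Adding RA to BATF-KO cells asks whether the response needs BATF. Dhrs3 rose from 0.615 ± 0.049 to 38.6 ± 0.59 FPKM (log2 fold change 4.62 ± 0.29, adjusted p = 0.000326) and Dtx4 from 0.435 ± 0.18 to 19.0 ± 4.1 FPKM (3.79 ± 0.32, adjusted p = 0.0021). Jun rose from 19.3 ± 0.25 to 38.2 ± 0.89 FPKM (0.95 ± 0.11, adjusted p = 0.00956). P2rx7 (3.02, adjusted p = 0.0287), Fbln2 (2.85, adjusted p = 0.000326), Hic1 (2.80, adjusted p = 0.0189), Sh3gl3 (2.43, adjusted p = 0.00115), Nrip1 (2.29, adjusted p = 0.00351) and Asb2 (2.10, adjusted p = 0.0064) rose as well, while Anxa6, a membrane-binding annexin, fell from 144 ± 6.6 to 79.7 ± 3.7 FPKM (-0.84 ± 0.10, adjusted p = 0.0151). The retinoid response list was called as raised (9 of 10 higher, 4 called, 6 not called, 6 over the list alone, adjusted p = 0.00174; adjusted p = 0.00618 with an estimated correlation). The RARE genes were Nt5e (1.43, adjusted p = 0.169), Ccr9 (1.81, adjusted p = 0.256) and Art2b (1.17, adjusted p = 0.382), 3 over the list alone (set adjusted p = 0.113). Leaving out RARα-KO replicate 1 or 2 gave calls for Ccr9, Nt5e and the set. Of the 11 genes raised without RARα, 8 were higher, with Jun called and 2 passing over the list alone (set adjusted p = 0.765), and Tbx21 was at 1.56 (adjusted p = 1). Both are study lists and not independent evidence.

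Limma called 21 genes for RA in BATF-KO, 19 up and 2 down, of which 12 passed 1.5 on the log2 scale. With pairing 119 were called (85 up, 34 down), all 21 included. Among these were Nt5e (1.43, adjusted p = 0.00863), Lif (1.53, adjusted p = 0.0143), Tbx21 (1.56, adjusted p = 0.0182), Art2b (1.17, adjusted p = 0.0188), Irf8 (1.11, adjusted p = 0.0198), Ccr9 (1.81, adjusted p = 0.0324) and Il12rb1 (0.63, adjusted p = 0.044) up and Vim (-2.06, adjusted p = 0.00398), S100a4 (-1.62, adjusted p = 0.0446) and Lgals1 (-1.23, adjusted p = 0.0129) down, the latter chosen after their values were seen. With pairing the lists of RARE genes (adjusted p = 0.0369) and type 1 effector factors (adjusted p = 0.0369) were called as raised and CD8 T cell markers as lowered (adjusted p = 0.0156). Leaving out BATF-KO replicate 1 gave 6 calls, BATF-KO+RA replicate 1 gave 3, BATF-KO replicate 2 gave 4 and BATF-KO+RA replicate 2 gave 9. Jun was lost without BATF-KO replicate 1 (adjusted p = 0.13), without BATF-KO+RA replicate 1 (adjusted p = 0.123), without BATF-KO replicate 2 (adjusted p = 0.192) and without BATF-KO+RA replicate 2 (adjusted p = 0.105), Dtx4 without BATF-KO+RA replicate 1 (adjusted p = 0.0524), P2rx7 without WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, or BATF-KO+RA replicate 1 or 2 (adjusted p from 0.0688 to 0.374), Hic1 without BATF-KO replicate 1 (adjusted p = 0.13), without BATF-KO+RA replicate 1 (adjusted p = 0.196), without BATF-KO replicate 2 (adjusted p = 0.271) and without BATF-KO+RA replicate 2 (adjusted p = 0.18), Anxa6 without BATF-KO replicate 1 (adjusted p = 0.13), without BATF-KO+RA replicate 1 (adjusted p = 0.244), without BATF-KO replicate 2 (adjusted p = 0.271) and without BATF-KO+RA replicate 2 (adjusted p = 0.105), Nrip1 without BATF-KO+RA replicate 1 (adjusted p = 0.0823) and without BATF-KO replicate 2 (adjusted p = 0.0567) and Asb2 without BATF-KO replicate 1 (adjusted p = 0.0774), without BATF-KO+RA replicate 1 (adjusted p = 0.123) and without BATF-KO replicate 2 (adjusted p = 0.116). With only the 4 libraries compared 1 gene was called, Jun was not (adjusted p = 0.149, range 0.00192 to 0.149), and the retinoid response list was not (adjusted p = 0.0687, range over settings 0.00038 to 0.0687).

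Adding RA to RARα-KO cells asks what remains of the response without RARα. Dhrs3 averaged 0.735 ± 0.69 FPKM without RA and 7.30 ± 3.0 FPKM with RA (log2 fold change 2.27 ± 0.29, adjusted p = 0.146), Dtx4 2.54 ± 1.4 and 16.5 ± 5.7 FPKM (2.33 ± 0.32, adjusted p = 0.146) and Hic1 2.48 ± 0.20 and 19.2 ± 13 FPKM (2.38 ± 0.36, adjusted p = 0.146). Sh3gl3 was at 0.20 and 0.355 FPKM (0.18, adjusted p = 1). The retinoid response list was called as raised (10 of 10 higher, none called over all genes, 6 over the list alone, adjusted p = 0.0465; adjusted p = 0.00637 with an estimated correlation). The RARE genes were Ccr9 (1.49, adjusted p = 1), Nt5e (1.14, adjusted p = 1) and Art2b (0.63, adjusted p = 1), 2 over the list alone (set adjusted p = 0.425). Leaving out RARα-KO replicate 1 gave a call for the set (adjusted p = 0.0364). Of the 11 genes raised without RARα, 9 were higher and none called (set adjusted p = 0.992), and both lists are the study's own and not independent evidence.

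Limma called 1 gene for RA in RARα-KO, the predicted model Gm6345, which fell from 3.85 to 0.05 FPKM (-2.20 ± 0.20, adjusted p = 0.0119), and 190 had an unadjusted p under 0.05. With pairing 11 were called (10 up, 1 down), among them Dtx4 (2.33, adjusted p = 0.0021), Dhrs3 (2.27, adjusted p = 0.0021), Fbln2 (1.23, adjusted p = 0.0354), P2rx7 (1.32, adjusted p = 0.0324), Lztfl1 (1.19, adjusted p = 0.0324) and Gfi1 (0.96, adjusted p = 0.0324). No gene was called without BATF-KO replicate 1, BATF-KO replicate 2, RARα-KO replicate 1, RARα-KO replicate 2 or RARα-KO+RA replicate 2. The retinoid response list was lost without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, RARα-KO+RA replicate 1, or RARα-KO replicate 2 (adjusted p from 0.0687 to 0.388), and under 7 other settings, up to an adjusted p of 0.99 with only the libraries compared (range 0.00294 to 0.99).

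Whether RA acts differently in the knockouts was tested directly as a difference of RA effects. For RARα-KO minus WT limma called 0 genes, with 184 at an unadjusted p under 0.05. The smallest adjusted p was 0.14, for Sh3gl3 (-2.07) and Gm6345 (-2.19), the latter chosen after its values were seen, and Dhrs3 was at -2.13 (adjusted p = 1). With pairing the smallest was 0.0529, for Dhrs3, and 0 genes were called. For BATF-KO minus WT limma called 0 genes, with 150 at an unadjusted p under 0.05 and a smallest adjusted p of 0.431. Every list had fry adjusted p = 1 for RARα-KO minus WT and 0.979 for BATF-KO minus WT, and the retinoid response list had adjusted p = 0.0888 for RARα-KO minus WT with pairing.

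With RA present, RARα-KO differed from WT in many of the same genes. Gzma was at 4.22 ± 1.6 FPKM in WT and 46.5 ± 14 FPKM in RARα-KO (log2 fold change 3.19 ± 0.51, adjusted p = 0.0068), Tnfrsf9 rose (1.69 ± 0.25, adjusted p = 0.00472), and Nt5e fell from 44.7 ± 4.4 to 10.2 ± 2.9 FPKM (-2.05 ± 0.28, adjusted p = 0.00323). Fasl rose (1.12, adjusted p = 0.0206) and Dapl1 fell (-1.21, adjusted p = 0.00108). Dhrs3 was lower in RARα-KO than in WT when both had RA (-1.74, adjusted p = 0.00967). Jun was at 0.40 (adjusted p = 0.0927) and not called.

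Example loci bound by RARα and BATF were called as raised with RA present (10 of 11 higher, 1 called, 10 not called, 2 over the list alone, adjusted p = 0.0149; adjusted p = 0.242 with an estimated correlation). Genes raised without RARα were higher in 11 of 11, none called and 1 over the list alone (adjusted p = 0.256), with Ifit1 (0.87, adjusted p = 0.307), Lif (1.18, adjusted p = 0.58), Nr4a3 (0.93, adjusted p = 0.605) and Ifng (1.03, adjusted p = 0.667). Transcription factors raised without RARα were higher in 8 of 8 (3 over the list alone, adjusted p = 0.121) and the RARE genes lower in 3 of 3 (Nt5e called, 2 over the list alone, adjusted p = 0.0662). These 4 lists were chosen by the study, 3 of them on these samples, and are not independent evidence. Cytotoxic molecules (adjusted p = 0.0539) and interferon response genes (22 of 22 higher, Oas1a and Stat2 called, 10 over the list alone, adjusted p = 0.0874) were not called. B cell markers (12 of 12 higher, 11 called, 12 over the list alone, median 2.49, adjusted p = 0.01; adjusted p = 0.242 with an estimated correlation) were called as raised. NK markers (10 of 10, 5 called, 8 over the list alone, adjusted p = 0.0149; adjusted p = 0.242 with an estimated correlation) and myeloid markers (9 of 9, 5 called, 7 over the list alone, adjusted p = 0.0339; adjusted p = 0.242 with an estimated correlation) were raised too. Examples are Pax5, a B lineage factor (2.69, adjusted p = 0.00237), Ncr1 (2.14, adjusted p = 0.000524) and Adgre1, the macrophage protein F4/80 (2.15, adjusted p = 0.00842).

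The largest increases with RA present were in Rps7-ps3 (5.12, adjusted p = 2.57e-07), mt-Nd3 (4.40, adjusted p = 2.97e-06), Igkv15-103 (3.92, adjusted p = 0.00213), Ighv1-53 (3.67, adjusted p = 0.000211), Igkv6-25 (3.64, adjusted p = 0.0159) and Trbv24 (3.60, adjusted p = 0.000157). The largest decreases were in Trim12a (-6.94, adjusted p = 2.45e-07), Hmgb1-ps8 (-5.99, adjusted p = 2.55e-05), Rpl29 (-5.02, adjusted p = 1.15e-06), Trim5 (-4.02, adjusted p = 1.32e-05), Map7 (-2.98, adjusted p = 1.73e-05) and Trim30d (-2.95, adjusted p = 4.19e-05). Both rankings omit predicted models. Limma called 504 genes (434 up, 70 down), 374 of them the same way without RA. Of 180 immunoglobulin segments 115 were called up, 26.5% of the genes that rose. Leaving out RARα-KO+RA replicate 2 gave 246 calls, WT+RA replicate 2 gave 280 and WT+RA replicate 1 gave 297. Gzma was lost without RARα-KO+RA replicate 1 (adjusted p = 0.0564) and without WT+RA replicate 2 (adjusted p = 0.0681), Tnfrsf9 without WT+RA replicate 2 (adjusted p = 0.052) and without RARα-KO+RA replicate 2 (adjusted p = 0.051), Dhrs3 without WT+RA replicate 1 (adjusted p = 0.0922) and without RARα-KO+RA replicate 2 (adjusted p = 0.078) and Igkv6-25 without RARα-KO+RA replicate 1 (adjusted p = 0.0867), without WT+RA replicate 2 (adjusted p = 0.0755) and without RARα-KO+RA replicate 2 (adjusted p = 0.0975). Fasl was lost without WT+RA replicate 1 or 2, or RARα-KO+RA replicate 1 or 2 (adjusted p from 0.0557 to 0.149), Oas1a without WT+RA replicate 1 or 2, or RARα-KO+RA replicate 2 (adjusted p from 0.0836 to 0.131), Stat2 without WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, or RARα-KO+RA replicate 2 (adjusted p from 0.0521 to 0.201) and Adgre1 without WT+RA replicate 2, or RARα-KO+RA replicate 2 (adjusted p from 0.0719 to 0.0798). Example loci bound by RARα and BATF was lost without WT+RA replicate 1 (adjusted p = 0.0892), without WT+RA replicate 2 (adjusted p = 0.102) and without RARα-KO+RA replicate 2 (adjusted p = 0.14), B cell markers without WT+RA replicate 2 (adjusted p = 0.0946), NK markers without WT+RA replicate 1 (adjusted p = 0.0748) and without WT+RA replicate 2 (adjusted p = 0.0947) and myeloid markers without WT replicate 1 or 2, WT+RA replicate 1 or 2, or RARα-KO+RA replicate 1 or 2 (adjusted p from 0.0568 to 0.159). Without receptor segment genes and B cell markers there were 322 calls, with the B cell covariate 11, and with only the 4 libraries compared 320. With a replicate block there were 730, all 504 among them, and calls for Art2b (adjusted p = 0.023, range 0.023 to 0.939), Ccl5 (adjusted p = 0.0324, range 0.0324 to 0.907) and Jun (adjusted p = 0.0457, range 0.0422 to 0.98) and for RARE genes (adjusted p = 0.044, range 0.044 to 0.925). Leaving out RARα-KO replicate 1 or 2 gave calls for Art2b and RARE genes. Cytotoxic molecules were called without BATF-KO+RA replicate 1 or 2, and interferon response genes without RARα-KO+RA replicate 1. Fos was called without WT replicate 1 or 2, and type 1 effector factors without BATF-KO replicate 1 or 2. Among other settings, size factors gave calls for cytotoxic molecules (adjusted p = 0.0462, range 0.0462 to 0.938) and type 1 effector factors (adjusted p = 0.0237, range 0.0237 to 0.925), the latter also called with a minimum of 0.1 FPKM (adjusted p = 0.0331) and without a filter (adjusted p = 0.0246). Without a filter transcription factors raised without RARα (adjusted p = 0.0336, range 0.0336 to 0.938) and CD4 T cell markers (adjusted p = 0.0246, range 0.0246 to 0.925) were called too, the latter with a set direction up but a median of -0.13.

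With RA present, BATF-KO differed from WT in few genes. Batf fell from 21.2 ± 3.0 to 4.38 ± 0.47 FPKM (log2 fold change -2.04 ± 0.26, adjusted p = 0.0317) and Fam177a fell too (-0.98, adjusted p = 0.0317). Mid1 rose (4.23 ± 0.24, adjusted p = 0.000254), as did Lgals3 (1.80 ± 0.23, adjusted p = 0.0317) and the pseudogene Tdg-ps2 (3.66 ± 0.49, adjusted p = 0.0441). Limma called 9 genes, 6 up and 3 down, with 640 at an unadjusted p under 0.05, and 6 were called both without and with RA. No list was called (smallest adjusted p = 0.323, for CD4 T cell markers). Leaving out WT+RA replicate 1 or replicate 2 gave 4 calls, and leaving out BATF-KO replicate 1 or 2, or BATF-KO+RA replicate 1 or 2, gave 5. Batf was lost without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, or BATF-KO+RA replicate 1 or 2 (adjusted p from 0.0666 to 0.479), Lgals3 without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, or BATF-KO+RA replicate 1 or 2 (adjusted p from 0.0628 to 0.429), Fam177a without WT replicate 1 or 2, WT+RA replicate 1 or 2, BATF-KO replicate 1 or 2, BATF-KO+RA replicate 1 or 2, or RARα-KO replicate 1 or 2 (adjusted p from 0.0521 to 0.429) and Tdg-ps2 without WT replicate 1 or 2, WT+RA replicate 1 or 2, RARα-KO replicate 1 or 2, RARα-KO+RA replicate 1 or 2, or BATF-KO+RA replicate 2 (adjusted p from 0.0695 to 0.575). The calls numbered 1 with only the libraries compared, 21 with a replicate block, 15 without a trend and 18 without a filter.

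Whether loss of RARα resembles RA was asked by correlating log2 fold changes across the 13396 genes. Changes in RARα-KO against WT and changes with RA in WT correlated at r = 0.242, below the mean of 0.497 (0.442 to 0.540) that shared WT libraries gave in simulated fits of independent libraries without a true effect. With noise shared between equally numbered libraries as observed, the simulated mean was 0.297 (0.262 to 0.352). Their covariance was 0.0387, against a simulated mean of 0.0357 and maximum of 0.0414 with independent libraries and 0.0120 and 0.0151 with shared noise. It passed only the maximum with noise shared as observed. No gene was called in both without pairing. With paired RA cultures 7 were called up in both (Jun, Asb2, P2rx7, Aldh2, Gimap7, Ifi30 and Gm49339), 1 down (Atp1b1) and 2 in opposite directions (Nt5e and Trbv1), where both comparisons use the same WT libraries. RARα-KO and BATF-KO correlated at 0.227 against a simulated 0.495 (0.435 with shared noise). Their covariance was 0.0342, against a simulated mean of 0.0356 and maximum of 0.0420 with independent libraries and 0.01996 and 0.0225 with shared noise. It passed only the latter. No gene was called in the same direction and 1, Mid1, in opposite directions (-1.29 in RARα-KO, 4.51 in BATF-KO). The RA effects in WT and BATF-KO correlated at 0.456 against a simulated -0.0008, and 8 genes rose in both against at most 1 in simulated fits. Those in WT and RARα-KO correlated at 0.219 against a simulated 0.003. Genes are not independent replicates, so these r values carry no p.

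Single libraries moved these correlations. RARα-KO with RA in WT gave 0.469 without WT replicate 2, 0.350 without WT replicate 1, 0.330 without RARα-KO replicate 1, 0.207 without WT+RA replicate 2, 0.195 without WT+RA replicate 1 and 0.0961 without RARα-KO replicate 2. RARα-KO with BATF-KO gave 0.467 without WT replicate 2. The RA effects in WT and BATF-KO gave 0.307 without WT replicate 1 or BATF-KO replicate 1 and 0.267 without BATF-KO+RA replicate 2. Those in WT and RARα-KO gave -0.0849 without RARα-KO replicate 1, -0.0221 without RARα-KO+RA replicate 2, 0.138 without WT replicate 2, 0.331 without RARα-KO+RA replicate 1 and 0.352 without RARα-KO replicate 2.

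Called genes in RARα-KO against WT were also mapped along the genome. On chromosome 7, 5 TRIM genes between 104263386 and 104507853 were called (Trim5, Trim12a, Trim34b, Trim30c and Trim30d), 2 up and 3 down. On chromosome 17, between 34143229 and 34369492, 7 genes rose, among them the MHC class II genes H2-Aa, H2-Ab1 and H2-Eb1, which B cells express. On chromosome 9, Nt5e and Bcl2a1a lay between 88327609 and 88962416, and Rpl29 with Col6a4, Tlr9 and Abhd14b between 105990318 and 106452923. Of 146 called genes with a position 45 had another within 1 Mb, where random draws gave a median of 33 and a maximum of 58 (permutation p = 0.0488). Within 0.25 Mb there were 29 (permutation p = 0.0012), within 5 Mb 85 (permutation p = 0.179), and with calls at adjusted p alone 106 of 272 (permutation p = 0.262), so the call changes with the distance and threshold. Without receptor segment genes and B cell markers it was 37 of 129 (permutation p = 0.0559).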

Values the study reported

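In its methods the study gave a threshold of at least 1.5 on the log2 fold change for the clusters drawn from these bulk data. For naive CD8 T cells isolated from spleens with a magnetic kit, described in its general cell culture methods, it stated a purity of 90–98%. In chromatin immunoprecipitation, a different assay from the one analysed here, it reported 1163 sites bound by RARα.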

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

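All comparisons of transgene levels in this part were chosen only after the values were seen. The table holds 4 entries for transgenes outside the mouse genome, which enter no comparison of the report. Cre, the recombinase used to delete Rara, was at 824 FPKM in RARα-KO replicate 1 and 681 FPKM in RARα-KO+RA replicate 1, and at 79.3 FPKM in RARα-KO replicate 2 and 86.7 FPKM in RARα-KO+RA replicate 2. Outside the RARα-KO libraries it was at most 0.13 FPKM. It stood out as a signal in data that no comparison used, above the level in every WT and BATF-KO library. Replicate 1 was above replicate 2 both without and with RA. The study also lists dLck-Cre mice among its controls, but Cre was at most 0.07 FPKM in the WT libraries. The entries for eGFP, mCherry and tdTomato reached at most 0.11, 0 and 0.02 FPKM.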

How the results depend on the processing

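The tests with receptor segment genes and B cell markers left out, with the B cell marker level as a covariate, and without the RARα-KO libraries were chosen only after the results were seen, and the cause of each change was not tested unless stated. Counts are called genes. RARα-KO against WT (441): 278 without receptor segment genes and B cell markers and 16 with the B cell covariate, and among planned settings 661 with a replicate block, 303 with array weights, 80 with only the libraries compared and 288 with the fold threshold, which can only remove calls. RARα-KO against WT with RA (504): 322, 11, 730, 457, 320 and 300. BATF-KO against WT (7): 21 with a replicate block, 20 with the covariate, 0 with limma on only the libraries compared, which leaves fewer residual degrees of freedom, and 4 without the RARα-KO libraries. BATF-KO against WT with RA (9): 18 without a filter, 15 without a trend, 21 with a replicate block, 1 with only the libraries compared. RA in WT (9): 16 with a pseudocount of 0.1, 16 with a minimum of 0.1 FPKM, 21 without a filter, 32 with a replicate block, 14 with the covariate, 0 with only the libraries compared, 70 with paired cultures, 14 without the RARα-KO libraries. RA in BATF-KO (21): 50 with array weights, 48 with a replicate block, 1 with only the libraries compared, 119 with paired cultures, 12 with the fold threshold. RA in RARα-KO (1): 0 with a pseudocount of 0.1, 4 with a minimum of 0.1 FPKM, 12 without a filter, 2 without a trend, 3 with a replicate block, 0 with only the libraries compared, 11 with paired cultures. RARα-KO minus WT (0): 4 with a minimum of 0.1 FPKM, 16 without a filter, 1 without a trend. BATF-KO minus WT (0): 2 with a pseudocount of 0.1, 1 with a minimum of 0.1 FPKM, 14 without a filter, 1 without a trend.

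Correlation of RARα-KO with RA in WT (0.242) was 0.269 with a pseudocount of 0.1, 0.252 with a minimum of 0.1 FPKM, 0.255 without a filter, 0.2504 after rescaling to a common sum, 0.269 without receptor segment genes and B cell markers and 0.133 with the covariate. RARα-KO with BATF-KO (0.227) was 0.572 with the covariate. RA in WT with RA in BATF-KO (0.456) was 0.402 and 0.287 with pseudocounts of 0.5 and 0.1, 0.408 with a minimum of 0.1 FPKM and 0.394 without a filter. RA in WT with RA in RARα-KO (0.219) was 0.192, 0.137 and, without a filter, 0.185. Clustered calls (45) numbered 29 within 0.25 Mb, 85 within 5 Mb and 106 with adjusted p alone, as a longer distance or more calls must raise the number.

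Leaving out 1 library gave 247 to 423 calls for RARα-KO against WT, 246 to 499 with RA, 1 to 5 for BATF-KO against WT, 4 to 8 with RA, 4 to 16 for RA in WT, 3 to 28 in BATF-KO, 0 to 1 in RARα-KO, and 0 for both differences with limma, where 184 and 150 genes had an unadjusted p under 0.05. The correlations ranged from 0.0961 to 0.469 (RARα-KO with RA in WT), 0.138 to 0.467 (RARα-KO with BATF-KO), 0.267 to 0.477 (RA in WT with BATF-KO) and -0.0849 to 0.352 (RA in WT with RARα-KO), where it turned negative without RARα-KO replicate 1 (-0.0849) or RARα-KO+RA replicate 2 (-0.0221). Directions reversed with the B cell covariate for the cytotoxic list (tested direction, median 0.0491), the myeloid list with RA (tested direction, median 0.0822), Adgre1 (-0.29) and Fcer1g (-0.96), and with RA for Igkv6-25 (-1.03), Cxcr5 (-0.30), Stat2 (-0.067) and Fcer1g (-0.62). That covariate follows genotype closely. Named-gene results (329) include uncalled ones, which have no call to lose. Calls lost were 12 with array weights, 34 without a filter, 60 with only the libraries compared and 61 with the B cell covariate. The covariate reversed 6 more, and a gene can count more than once. The fit with 1 library left out assumes that the lone library of its group varies like the others, and depth in counts is unknown.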

Other observations

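All tests in this part were chosen only after the results were seen. The MHC class II gene H2-Aa and Cd74, the invariant chain, 2 genes that no tested list covers, rose in RARα-KO, with H2-Aa at 28.1 ± 16 FPKM in WT and 197 ± 9.8 FPKM in RARα-KO (log2 fold change 2.89 ± 0.41, adjusted p = 0.00435) and Cd74 at 104 ± 52 and 711 ± 49 FPKM (2.86 ± 0.42, adjusted p = 0.00486). B cell markers moved with them, at a median of 2.35. Vim averaged 247 ± 33 FPKM in BATF-KO without RA and 58.5 ± 9.5 FPKM with RA, and fell with paired cultures in BATF-KO (-2.06, adjusted p = 0.00398) and WT (-2.10, adjusted p = 0.00414). S100a6, a calcium-binding protein, fell with pairing in both genotypes too (-1.33, adjusted p = 0.0182, and -1.22, adjusted p = 0.028), and Lgals1, galectin-1, likewise (-1.23, adjusted p = 0.0129, and -0.90, adjusted p = 0.0383). Without pairing none of these 3 was called in either genotype.

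B cell markers were higher in all 4 RARα-KO libraries than in any other. Whether a lower share of CD8 T cells alone, at fixed proportions of other cells, is the cause stays open. The median B cell marker change exceeded the CD4 one by 2.69, over 2 times the combined SD of 0.963. Erythroid markers were lower, uncalled. But the CD4 list has 5 genes, NK and myeloid markers were higher and CD8 T cell markers lower. RNA from B cells in the cultures may contribute, as 98.8% (166 of 168) of tested immunoglobulin V segments were higher in RARα-KO. The general methods of the study describe naive CD8 T cells isolated with a magnetic kit, a step meant to remove B cells, and the purity of these 12 cultures by genotype is not given. Whether genotype changes B cell numbers in the spleen or their carry-over was not tested and stays open.

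Several gene copies changed in opposite ways in RARα-KO. A general change in mitochondrial transcription is argued against for mt-Nd3, since the 14 other mitochondrial genes had a median log2 change of -0.0925 (SD 0.12). A strain variant against the reference that moves reads between near-identical copies cannot be told apart from a change in expression: only 2 of 4 called copies were large enough to decide, and the sum of copy and parent stayed within 0.25 on the log2 scale for 1 of 2. Rpl29 and Gm8210 summed to 289 to 325 FPKM in RARα-KO and 982 to 1278 FPKM elsewhere. Outside that test, mt-Nd3 and Gm28438 had overlapping sums (955 to 1324 and 1137 to 1373 FPKM). Sequence similarity of the copies was not checked, and the genetic background of RARα-KO stays open as an untested difference.

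RA response genes were higher with RA in RARα-KO as well. Of the genes called up in WT with pairing, the 40 with at least 5 FPKM that are not predicted models were all higher with RA in both knockouts and all had a smaller log2 fold change in RARα-KO than in WT, keeping a median of 57.1% of the WT increase in FPKM in RARα-KO (2.78% for Sh3gl3 to 146% for Lif, whose fractions in replicates 1 and 2 were 0.0085 and 0.0471, and 0.841 and 2.07) and 98.6% in BATF-KO. Part of any shrinkage is built in, because the genes were chosen on their WT increase. A fixed share of cells that kept RARα, which gives all genes 1 kept fraction, is argued against as the whole cause. The fractions ranked these 40 genes alike in replicates 1 and 2 (Spearman correlation 0.596, permutation p = 0.0001, the least for 10000 permutations). That p treats genes that respond together as independent. Other retinoic acid receptors such as Rarg, at 11.4 to 24.1 FPKM, and a response in other cells of the cultures were not tested and stay open.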
